A study of Mus musculus with 8 samples. Its data were reported in "Epigenetic regulation of white adipose tissue plasticity and energy metabolism by nucleosome binding HMGN proteins" (2022).

How the data were processed

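Preadipocytes from the inguinal white fat of wild-type (WT) mice and of mice lacking HMGN1 and HMGN2 (double knockout, DKO) were cultured and driven towards brown-like adipocytes. HMGN1 and HMGN2 are nuclear proteins that attach to the histone-wrapped DNA of chromatin. Single-cell RNA was captured in droplets with a 3′ chemistry at day 0 and day 6 of the induction, from 2 cultures per genotype and day, which gave 8 samples in 4 groups of 2. Groups and replicate numbers were taken from the sample labels.

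The values used were those of 1 table of cluster markers, with 13337 entries for 3903 gene symbols in 12 clusters numbered 0 to 11. Per the study's methods, the authors mapped the reads to the mouse genome (mm10) with Cell Ranger, aggregated the 8 captures after equalizing their read depth, removed cells with few genes or a high share of mitochondrial reads, log-normalized the cells in Seurat, removed immune, glial and endothelial cells and clustered the rest. The study's methods describe no removal of doublets (droplets with more than 1 cell), and doublets were not looked for here, since the table has no single cells. Each cluster was then compared with all remaining cells with the MAST test. The deposited fold changes are on a log2 scale, and those listed reach down to 0.25 in absolute size. The deposited p-values are MAST p-values computed over single cells, none of them above 0.01, and the adjusted p-values deposited beside them are the p-values multiplied by a constant near 32286, which is a Bonferroni adjustment over that number of genes. The authors also deposited 2 detection fractions per entry, the fraction of cells with the gene detected inside the cluster and in all other cells, and the larger of these was never under 10.1%. These fractions are printed here as percents. A gene that missed any of these minimums in a cluster has no entry there, so a missing entry is not a value of 0.

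The table has no column or entry for a sample, a genotype or a day. The cells of all samples were pooled, so no value has a replicate, no SD could be computed and no comparison of DKO with WT or of day 6 with day 0 was made. Cells are not replicates, and the authors' p-values, which treat them as such, are used only to select entries. The read depth and the number of cells behind each value are unknown, so no counting interval or detection limit is given. The number of columns with values per sample that were left unused is 0.

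Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used. Entries with an adjusted p below 0.05 and an absolute log2 fold change of at least 0.25 were counted per cluster, higher and lower apart. The shares of the clusters among all cells were solved from the detection fractions. In a comparison of each cluster with all other cells, the detection of a gene over all cells equals the share-weighted mean of the 2 fractions and must be the same whichever cluster it is computed from. The 12 shares were found by least squares over the 10 genes listed for every cluster, without forcing their sum to 100%. Their 95% intervals come from drawing these genes with replacement 1000 times, and cover the spread over genes only. This interval was chosen after the data had been seen. For each gene listed in at least 2 clusters, the detection over all cells was computed with shares solved from all such genes. The values of 1 gene were called equal within 0.2 percentage points. These shares were fitted to the same genes, so the spread is what the fit left. As a check on the fold changes, each was turned into a mean relative to all cells with the pseudocount of 1 that Seurat adds. With the shares from the 10 genes, the share-weighted means of a gene should sum to 1.

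A spreadsheet program had turned 7 gene symbols, in 35 entries, into dates. They were restored from the row names and split where the detection over all cells differed by more than 0.2 percentage points, which gave 8 genes behind the 7 dates and 3904 genes in all. Symbols without an undamaged row name were left unnamed.

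Lists of marker genes for cell types were fixed before the data were examined: preadipocyte, proliferating, differentiating, adipocyte, thermogenic, fibroblast matrix, AP-1, immune, endothelial, glial, a list of Y-linked and X-inactivation genes, and HMGN. For a list with at least 3 members listed in a cluster, the median log2 fold change was set against 10000 random lists of the same size drawn from the other entries of that cluster and matched on overall detection in 10 bins. The genes named in the text were fixed as the 2 with the largest log2 fold change per cluster among those higher with an adjusted p below 0.05, the 10 genes the study used to annotate its clusters together with the adipocyte genes Fabp4 and Scd1, the 2 knocked-out genes and members of the lists. Malat1, Neat1, Meg3 and Lars2 were added after the values had been seen in part. No cluster was named as a cell type, because the lists overlapped in some clusters and several clusters held at least 3 higher members of 1 list. Clusters are referred to by number, a choice made after the values had been seen.

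The number of cells per side at which detection alone would give a listed p-value was computed for the 2896 entries whose fractions differed by more than 40 percentage points, a limit chosen after the data were seen. It assumes a likelihood ratio test with 2 degrees of freedom and equal sides, and bounds fractions at 0.001 from 0 and 1.

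The methods were tested on simulated data. Simulated shares were recovered within 0.0060 percentage points from 3836 genes and within 0.086 from 10 genes. For a simulated contrast of 2 parts of each cluster, 0% of 500 genes passed the equality of overall detection. Simulated tests on 100 cells per side gave a median of 102.4 implied cells over 952 genes. Of 1000 unshifted random lists, 5% had a share of random lists at or under 0.05.

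Gene positions are from the GENCODE M21 annotation of the mm10 build, in which each of the 100 symbols looked up had 1 position. Alternatives tried were log2 fold change minimums of 0.5 and 1, a detection minimum of 0.25, other rules for the cluster of a marker, shares from other sets of genes, and gene lists ranked by detection or drawn without matching.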

Results

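Single-cell RNA profiles were collected from white preadipocytes of WT mice and of DKO mice, which lack HMGN1 and HMGN2, before (day 0) and 6 days after browning was induced, the change of white fat cells towards heat-producing brown-like ones. There were 2 samples for each genotype and day, 8 in all. The values analysed were the authors' comparison of 12 cell clusters, each against all other cells, over the pooled cells of the 8 samples. The table gives no value for a sample, so there are no replicates behind any value below, and the depth and cell number per sample are unknown from it. All p-values are the authors' and treat single cells as replicates.

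The study used single cells to verify further that loss of HMGN1 and HMGN2 speeds browning. It also explored whether DKO preadipocytes hold populations of their own that favour browning. A comparison of DKO with WT cells could not be made from the pooled table, and neither could one of the days. The knocked-out genes were therefore looked up in the clusters. In the authors' deposited table, Hmgn1 (chromosome 16, 96120618 to 96127729, minus strand, mm10, protein-coding) had entries in 5 clusters. It was higher in clusters 5, 6 and 9, with log2 fold changes of 0.38, 0.29 and 0.39 in the authors' deposited table, and lower in clusters 2 and 4, with -0.29 and -0.59, but its adjusted p was below 0.05 only in clusters 4 and 5. By the authors' deposited table it was detected in 26.1% of the cells of cluster 4 and in 92.8% of all other cells. Solved over all cells, its detection was 86.4%. Hmgn2 (chromosome 4, 133964738 to 133968650, minus strand, protein-coding) was listed only for cluster 6 in the authors' deposited table, with a log2 fold change of 0.96 and detection in 48.3% of the cluster's cells against 22.9% of the others. Its detection over all cells was 24.8%.

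The first question for the table was what its fold changes compare. For a contrast of each cluster with the rest, the detection of a gene over all cells must come out equal from every cluster. It did so within 0.2 percentage points for 2692 of 2692 genes listed in at least 2 clusters, with a largest spread of 0.098 percentage points. The shares behind this spread were fitted to the same genes. The share-weighted relative means from the fold changes summed to between 0.997 and 1.00 for the 10 genes listed in every cluster, where 1 is required.

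The shares of the clusters fell in the order of their numbers. Cluster 0 held 14.3% of all cells (95% interval over genes 14.2% to 14.5%) and cluster 1 held 14.1% (14.0% to 14.2%). Cluster 4 held 9.59%, cluster 10 held 3.22%, and the smallest, cluster 11, held 1.5% (1.43% to 1.59%). The 12 shares summed to 99.9% without being forced to. Solving them from all 2692 genes moved no share by more than 0.059 percentage points, and the largest move under any alternative was 0.12, with a random 5 of the 10 genes.

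**Figure D1:**
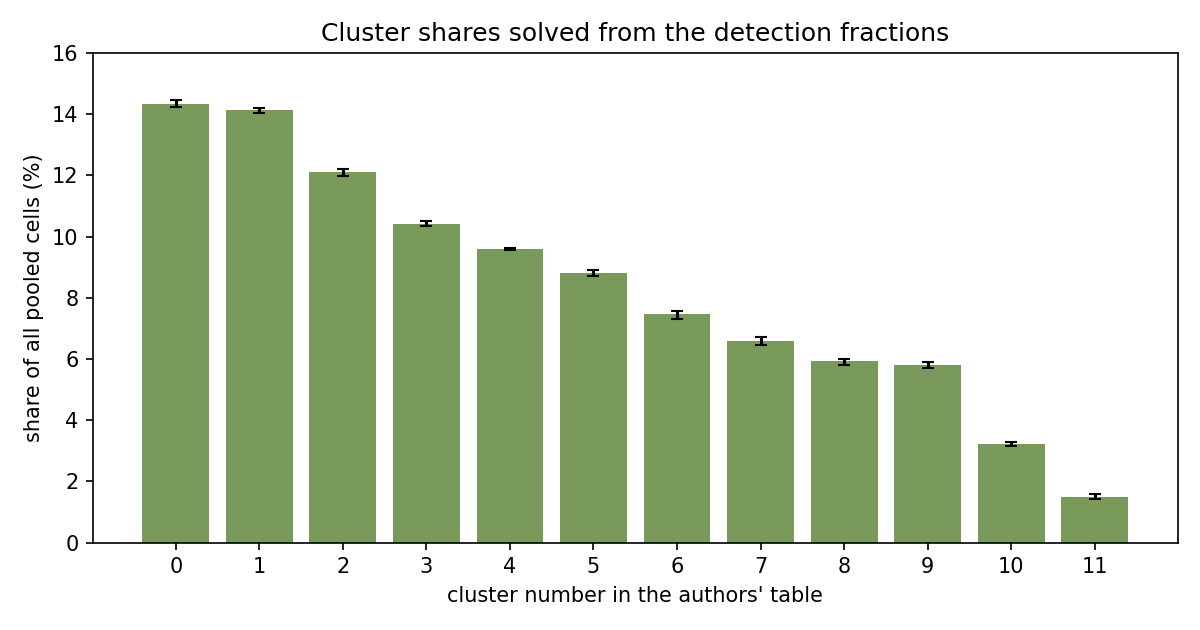
Share of all pooled cells (%) held by each cluster, by cluster number, as solved from the detection fractions of the 10 genes listed for every cluster; error bars are 95% intervals from drawing these genes with replacement. The bars fall from 14.3% for cluster 0 to 1.5% for cluster 11.

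The number of genes that set a cluster apart differed widely between clusters. Of the 13337 entries in the authors' deposited table, 7488 (56.1%) had an adjusted p below 0.05, of which 3688 were higher and 3800 lower in their cluster. The authors' deposited table held the most such genes for cluster 4, with 474 higher and 1471 lower, and for cluster 11, with 872 higher and 840 lower. Cluster 3 had the fewest, 61 higher and 30 lower in the authors' deposited table. Clusters 4 and 10 together held 50.8% of the lower entries. Without these 2 clusters, 61.5% of the entries were higher. Raising the log2 fold change minimum to 1 moved these counts most, and left 195 genes for cluster 4 and 381 for cluster 11.

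**Figure D2:**
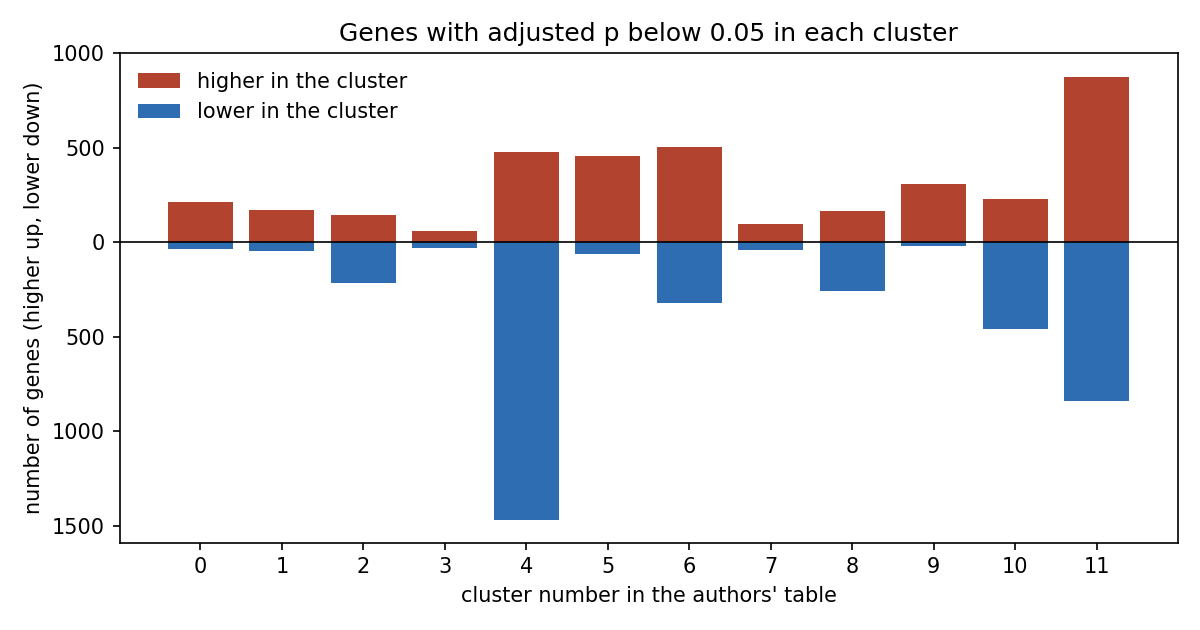
Number of genes with an adjusted p below 0.05 in the authors' deposited table, by cluster number; bars above 0 are genes higher in the cluster and bars below 0 are genes lower in it. Cluster 4 has the longest bar below 0, 1471 genes, and cluster 11 the longest above, 872 genes.

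A total of 2249 genes were higher in at least 1 cluster, and 1217 of these (54.1%) were higher in exactly 1. Cluster 11 held 449 of the genes higher in 1 cluster only, followed by cluster 6 with 153, while cluster 3 held 22. At a log2 fold change minimum of 0.5 the number of genes higher in 1 cluster only was 674.

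The leading genes by log2 fold change in the authors' deposited table were Thbs1 (1.71) and Tagln (1.48) in cluster 0, Cxcl14 (2.55) and Mmp3 (2.26) in cluster 1, and A2m (1.83) and Serpina3n (1.69) in cluster 2. For clusters 3, 7 and 8, the authors' deposited table placed Ccl8 (1.45) and Mmp2 (1.22), Ogn (2.03) and Hp (2.01), and Gsn (2.09) and Peg3 (1.79) first. Genes of the cell cycle led clusters 5, 6 and 9 in the authors' deposited table, with Hist1h1b at 1.81 in cluster 5 and 2.67 in cluster 6, Pclaf at 1.68 in cluster 5, Top2a at 1.96 in cluster 6, and Ube2c at 2.39 and Cenpf at 1.97 in cluster 9. Car3 (4.18) and Fabp5 (3.62) led cluster 11 in the authors' deposited table. Clusters 4 and 10 were led by long non-coding RNAs in the authors' deposited table, AY036118 (3.86) and Gm42418 (3.30) in cluster 4 and Gm26917 (2.40), followed by S100a4 (1.43), in cluster 10.

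The study annotated its populations with 10 marker genes, 8 of which had an entry. The adipocyte genes Fabp4 and Scd1 were looked up beside them and also had entries. In the authors' deposited table the preadipocyte markers Mmp3 (chromosome 9, 7445822 to 7455975) and F3 had their largest log2 fold changes in cluster 1, at 2.26 and 1.17, and Itgb1 had its largest in cluster 0, at 0.71. The proliferation marker Mki67 (chromosome 7, 135689784 to 135716361) was highest in cluster 6 in the authors' deposited table, at 1.76, where it was detected in 92.0% of the cells against 17.4% of the others. Of the markers of differentiating cells in the authors' deposited table, Col5a3 was highest in cluster 8 (1.35) and Serpina3n in cluster 2 (1.69). In the authors' deposited table each was higher in the other cluster as well. Col5a3 stood at 0.87 in cluster 2 and Serpina3n at 1.02 in cluster 8. Fabp4 (chromosome 3, 10204088 to 10208576) was highest in cluster 11 in the authors' deposited table, at 3.56, and Scd1 (chromosome 19, 44394455 to 44407879) in cluster 4, at 3.24. When the cluster was chosen by the difference of detection instead, the 8 study markers with an entry stayed in their cluster, and Fabp4 and Scd1 did not.

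The study's markers of beige adipocytes had few entries. Ppargc1a and Elovl3 had 1 entry each in the authors' deposited table, both in cluster 11, with log2 fold changes of 0.54 and 0.52. They were detected in 47.5% and 36.7% of its cells against 1.8% and 2.8% of the others. In the authors' deposited table, Cox7a1, which the study names among brown adipocyte genes, was higher in cluster 4 (1.21) and in cluster 11 (0.86). Cox7a1 was detected in 19.5% of the cells of cluster 4 against 14.2% of the others, and in 72.3% against 13.8% for cluster 11. It was lower in clusters 0, 1 and 5, with -0.31, -0.36 and -0.33, but its adjusted p was not below 0.05 in any of these. Ucp1 (chromosome 8, 83290352 to 83298452) and Cidea (chromosome 18, 67343604 to 67367785) had no entry in any cluster of the table as used here. A gene without an entry missed a minimum of the comparison in each cluster, so this gives no level for either gene.

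**Figure D3:**
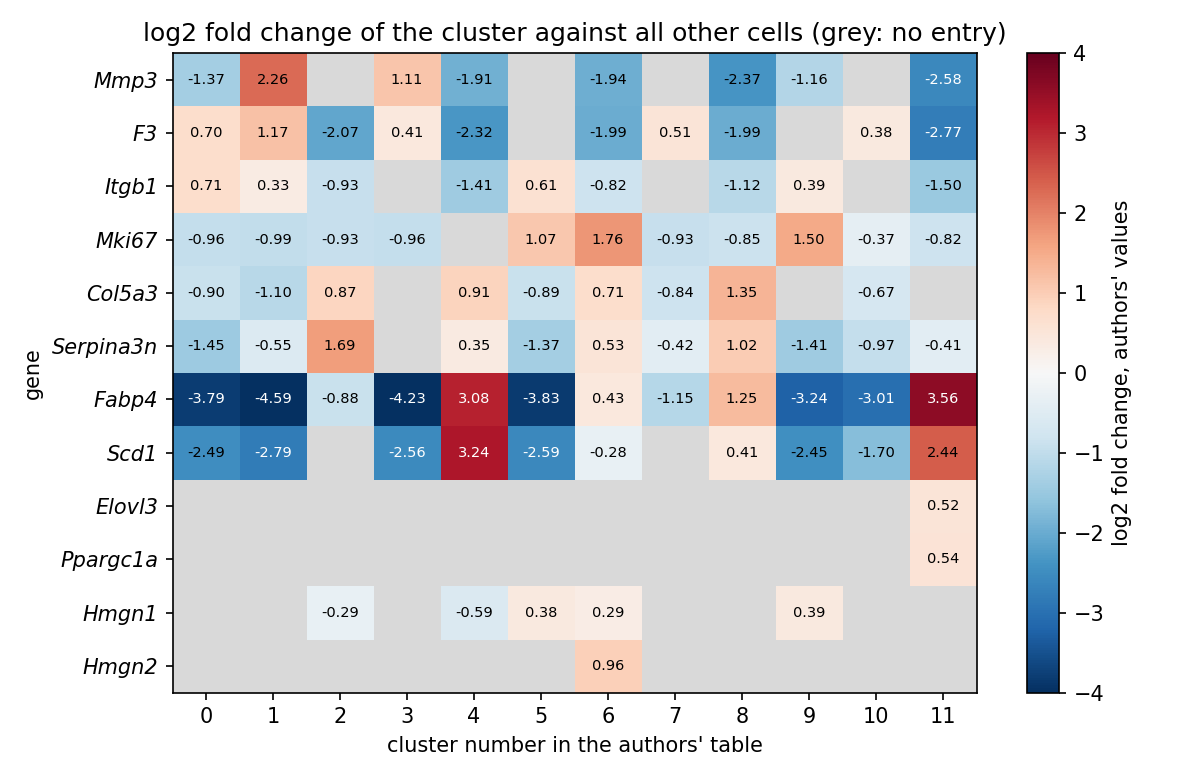
Log2 fold change of each cluster against all other cells in the authors' deposited table, for marker genes of the study and the knocked-out genes (genes down, cluster number across); red is higher, blue is lower and grey has no entry. Mki67 is red in clusters 5, 6 and 9 only, and Elovl3 and Ppargc1a have their only entries in cluster 11.

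The lists of marker genes were then placed in the clusters, each in the cluster with its highest median among those listing at least 3 members. This choice favours a high rank where more than 1 cluster qualified. For the thermogenic and HMGN lists only 1 cluster qualified. All 10 adipocyte genes were higher in cluster 11 in the authors' deposited table, with a median log2 fold change of 2.24, and 0 of 10000 matched random lists had a median as high. By the authors' deposited table all 10 were also higher in cluster 4, with a median of 1.52. Of the 10, 8 had an adjusted p below 0.05 there, and 0 of 10000 random lists were as high. Of these 10 genes, 7 were also detected in more cells of cluster 4 than elsewhere in the authors' deposited table, unlike most of its higher genes. In cluster 8 the authors' deposited table listed 7 adipocyte genes, all higher, with a median of 0.55. Of these 7, 5 had an adjusted p below 0.05, and 81 of 10000 random lists were as high. Of the 8 proliferation genes, the authors' deposited table listed 7 as higher in cluster 5, 8 in cluster 6 and 6 in cluster 9, where the median was 1.51 and 1 of 10000 random lists was as high. The 3 preadipocyte genes listed for cluster 1 were all higher in the authors' deposited table, with a median of 1.17, and 8 of 10000 random lists were as high, but Itgb1 had an adjusted p of 0.134 there, so that 2 of the 3 passed 0.05.

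The 4 fibroblast matrix genes listed for cluster 1 had a median of 1.01 in the authors' deposited table and 0 of 10000 random lists were as high. By the authors' deposited table these genes were detected in 93.2% to 98.4% of the cells outside cluster 1, which leaves no room for a high difference of detection. In cluster 3 the authors' deposited table listed 4 of these genes as higher and 1 as lower, with a median of 0.59. There, 3 of the 4 higher genes had an adjusted p below 0.05, and 47 of 10000 random lists were as high. Only 4 of the 11 thermogenic genes were listed in any cluster. Their median of 0.53 in cluster 11 of the authors' deposited table was reached by 2262 of 10000 random lists. All 4 were higher there with an adjusted p below 0.05, and were detected in more of its cells than elsewhere. The random lists were drawn from genes already listed for cluster 11 and matched on detection. Their rank therefore does not test whether these genes mark the cluster. In cluster 4, 2 thermogenic genes were listed, both higher, too few for a rank. For the AP-1 transcription factor genes in cluster 7 (median 0.57 over 4 genes in the authors' deposited table) the number of random lists was 1883. Of these 4 genes, 0 had an adjusted p below 0.05. In cluster 1, the authors' deposited table listed 4 AP-1 genes, all higher, with a slightly lower median of 0.54. There, 3 of the 4 had an adjusted p below 0.05, and 433 of 10000 random lists were as high. For the HMGN genes in cluster 6 (median 0.40 over 3 genes in the authors' deposited table) the number was 2896. Of these 3 genes, 2 had an adjusted p below 0.05. Both differentiating genes were higher in clusters 2, 4, 6 and 8 of the authors' deposited table, too few for a rank. The immune, endothelial, glial and Y-linked and X-inactivation lists had 0 entries in the table.

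Clusters 4 and 10 differed from the others in how their genes were detected. In the authors' deposited table the median detection of the genes listed for cluster 4 was 10.8% of its cells against 63.0% of all other cells, and for cluster 10 it was 8.1% against 62.4%. Among genes higher in the cluster with an adjusted p below 0.05, 441 of 474 in cluster 4 and 226 of 227 in cluster 10 were detected in fewer of its cells than elsewhere in the authors' deposited table. In the other 10 clusters this held for 0 of 2987 such entries.

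**Figure D4:**
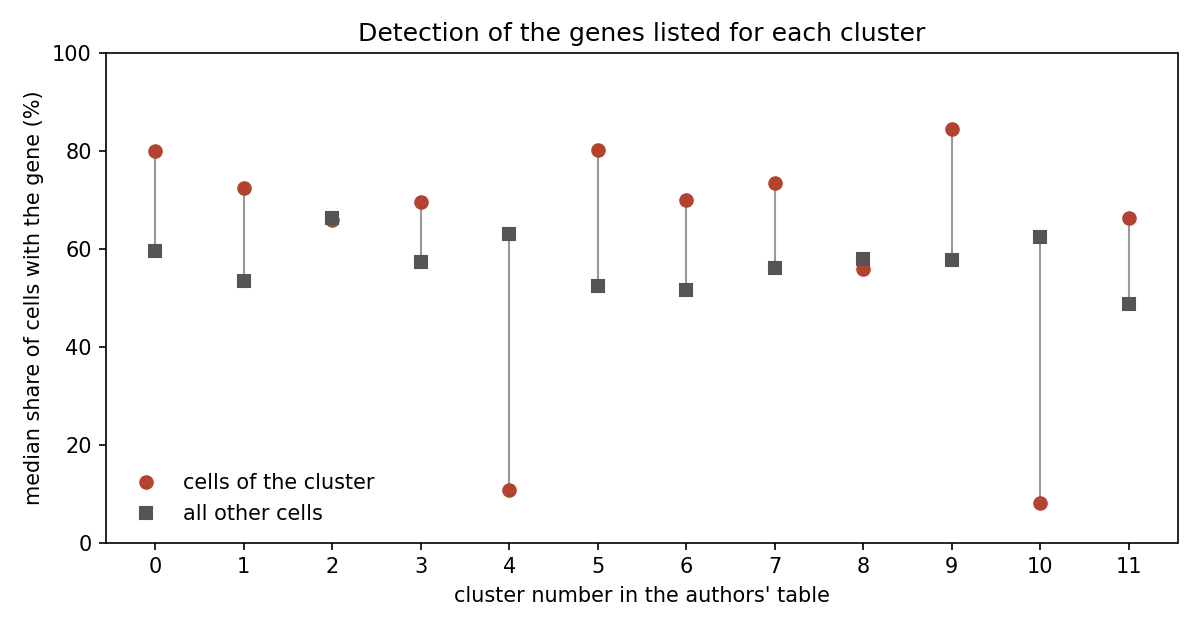
Median share of cells (%) in which the genes listed for a cluster were detected, by cluster number, from the authors' deposited table; circles are the cells of the cluster and squares all other cells. Clusters 4 and 10 lie at 10.8% and 8.1% inside against 63.0% and 62.4% outside, while in each other cluster the 2 points lie above 40%.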

Values the study reported

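The study reported 12 clusters at its higher clustering resolution of 0.6 and 4 clusters at a resolution of 0.05. In the last of its 12 clusters, 60% of the cells were from DKO samples and 40% from WT samples of day 6. For each capture, the study stated a target of 6000 cells, sequenced to a target of about 50,000 reads per cell.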

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

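The alternatives were chosen before the data were examined, except the shares from all genes listed for at least 2 clusters and the count of genes whose detection moves with the fold change, which were added after the data had been seen. No paired analysis was possible because the table holds no value per sample and no result comes from a test of samples. Shares solved from the log2 fold changes were not run, since the 10 genes listed for every cluster give fewer equations than the 12 shares.

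Counts of marker genes depended on the log2 fold change minimum by construction, since a higher minimum keeps fewer genes. At a minimum of 0.5, 8 clusters changed by over 1.5 times, to 129 genes in cluster 0, 134 in cluster 1, 831 in cluster 4, 255 in cluster 5, 389 in cluster 6, 178 in cluster 9, 127 in cluster 10 and 1041 in cluster 11. At a minimum of 1, clusters 0 to 11 held 33, 38, 76, 19, 195, 47, 82, 26, 126, 50, 16 and 381 genes. A detection minimum of 0.25 changed none of the 12 counts by over 1.5 times, nor the higher and lower counts taken apart. Counting only genes whose detection moved with the fold change kept the 12 totals within 1.5 times, but the genes higher in the cluster fell from 474 to 30 in cluster 4 and from 227 to 1 in cluster 10, and the lower ones changed by over 1.5 times in 7 clusters, most in cluster 7, from 39 to 5. The genes higher in 1 cluster only fell to 674 at a minimum of 0.5 and were 1229 at a detection minimum of 0.25.

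Of the 10 marker genes with an entry, Fabp4 and Scd1 included, 8 kept their cluster by the difference of detection and 7 by detection in the cluster. Of the 8 that the study used, these numbers were 8 and 7. The cluster shares stayed within their intervals under each other set of genes, except that cluster 10 rose to 3.29% with the first random 5 of the 10 genes, and the cause was not tested.

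Among gene lists, ranking by the difference of detection changed the number of random lists as high, of 10000, to 6867 for fibroblast matrix in cluster 1, 6390 for HMGN in cluster 6, 4850 for thermogenic in cluster 11 and 0 for preadipocyte in cluster 1. Without matching on detection it became 1149 for AP-1 in cluster 7, 1311 for HMGN, 5 for fibroblast matrix, 0 for proliferating in cluster 9 and 606 for thermogenic. For the fibroblast matrix genes, detection of at least 93.2% outside the cluster in the authors' deposited table leaves the ranking by detection without use. For the other lists the cause was not tested. The adipocyte list in cluster 11 stayed at 0 under both. The number of cells and reads behind the fractions is unknown, so the effect of depth on these values was not measured.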

Other observations

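Chosen only after the result was seen were the tests of few UMIs, of nuclei in cluster 4, of ribosomal RNA, of the cells behind the p-values, both tests of Hmgn1 over all cells and the test of Ucp1 and Cidea. For nuclei in cluster 10, the levels of Malat1, Neat1 and Meg3 had not been seen, while those of the mitochondrial transcripts had. The tests of a genotype contrast, of other cell types and of the DKO share were planned.

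The column of fold changes was also read as DKO against WT within each cluster. That reading forbids an equal detection over all cells from every cluster, and 100% of the 2692 genes listed for at least 2 clusters gave equal values within 0.2 percentage points, against 0% of 500 simulated genes. The table compares clusters, and no effect of genotype can be read from it.

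Clusters 4 and 10, with 9.59% and 3.22% of the cells, combined higher means with detection in fewer cells. Few UMIs per cell are a candidate explanation, because log-normalization scales each cell to the same total and lifts the few genes that are seen. Detection was lower for 97.9% of the entries in cluster 4 and 99.9% in cluster 10, against 7.36% to 57.5% in the other 10 clusters, but this describes the same entries as the pattern itself and does not test the explanation, which stays open. Cells reduced to their nuclei stay open for cluster 4. There, 6 mitochondrial transcripts were higher and 0 lower, which goes against nuclei. However, 45 ribosomal genes were lower and 0 higher, which goes with nuclei. Neat1, an RNA kept in the nucleus, was also higher, by 1.33 on the log2 scale in the authors' deposited table. It was detected in fewer cells of cluster 4, however, 54.0% against 82.3% elsewhere in the authors' deposited table. Malat1 and Meg3 had no entry in cluster 4. For cluster 10 nuclei stay open too. There, 0 of Malat1, Neat1 and Meg3 were higher, but Malat1 and Meg3 had no entry. Of these RNAs Neat1 alone, at -0.81 in the authors' deposited table, goes against nuclei, while 8 lower mitochondrial transcripts go with them. The ribosomal genes of cluster 10, with 2 higher and 1 lower, do not decide it. UMIs per cell were not analysed here, and whether genotype or day differs in these clusters was not tested. If depth set them apart, their 2633 entries with an adjusted p below 0.05 might not describe cell types. The adipocyte genes in cluster 4 stay open, since Fabp4 was detected in 98.5% of its cells against 71.0% elsewhere in the authors' deposited table.

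The non-coding RNAs that led clusters 4 and 10 lie together on chromosome 17, from 39843013 to 39848788 (mm10), within 5776 bases. In GENCODE M21 the whole of Gm42418 (1831 bases) and of AY036118 (923 bases) overlaps a gene annotated as ribosomal RNA, at 39846353 to 39848827, and Gm26917 ends 11 bases before it. The ribosomal RNA gene and AY036118 are on the minus strand, and Gm42418 and Gm26917 on the plus strand. At least 2 of the 3 had an entry in 8 clusters, and in 0 of these did their signs differ. Reads of ribosomal RNA counted to these genes may account for their lead. Their position does not test this, and where counting keeps to the strand, the annotated ribosomal RNA shares reads with AY036118 only, so the explanation stays open. Lars2 (chromosome 9, log2 fold change 2.24 in cluster 4 in the authors' deposited table) lies elsewhere and is not covered. No biological explanation was tested.

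For the p-values in the authors' deposited table, the cells per side that would give each from detection alone had medians between 99.6 and 164.97 over the 12 clusters. Cluster 0 held 9.55 times the share of cells of cluster 11, yet its median implied number was 1.12 times as high. A test on all cells of both sides would tie this number to the size of the cluster, which argues against it. A limit on the cells drawn per side is a candidate explanation that was not tested further. In 2 clusters the median rests on fewer than 10 entries.

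Hmgn1 was detected in 86.4% of all cells although 4 of the 8 samples were DKO. The cells without it were 13.6%. Reads from parts of the gene that the knockout left in place could give detection in DKO cells, and so could RNA from other cells. A small number of DKO cells among those pooled would also do so. The study described WT and DKO preadipocytes as mixed and spread evenly over its preadipocyte clusters when all samples were viewed together. At its higher clustering resolution, it reported preadipocyte clusters enriched in DKO cells and others enriched in WT cells. That account does not state how many DKO cells there were, so it does not decide the last explanation. No value of the table tests that explanation either. From the table the explanations cannot be told apart, because it does not say which cells are DKO. A share of DKO cells that differs between clusters was to be read from Hmgn1 and Hmgn2 moving together. Only 1 cluster, cluster 6, listed both, so the values used here do not decide it. The study itself reported such differences between its clusters. Cluster 4, where Hmgn1 was detected in 26.1% of cells in the authors' deposited table, is one of the pair with low detection of nearly all genes.

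Ucp1 and Cidea, 2 of the 4 genes by which the study described beige adipocytes, had no entry, while the other two had theirs in cluster 11, the smallest. Detection below the minimum in every cluster is a candidate explanation, since the lowest value of the larger detection over all entries was 10.1%. A small fold change, a p-value above the limit or a missing entry would look the same, and these cannot be told apart. At its higher clustering resolution, the study reported that Ucp1 expression was highest in the last of its clusters. The missing entries therefore do not show that the cells lacked Ucp1. The study's text gives no share of cells with Ucp1 detected, so it does not decide between these explanations.

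Removal of immune, endothelial and glial cells was looked for in the markers. The largest number of genes of 1 list that were higher in the same cluster was 0. A missing entry excludes nothing, so whether cells of those types remain in a cluster stays open.

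A date in place of a gene symbol joined 2 genes in 1 case. The entries shown as 2-Mar had detection over all cells of 59.4% to 59.5% in clusters 7 and 10 and for 1 entry in cluster 11, where a second entry stood at 31.6%.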
